# Progression of prostate carcinoma is promoted by adipose stromal cell-secreted CXCL12 signaling in prostate epithelium

**DOI:** 10.1038/s41698-021-00160-9

**Published:** 2021-03-22

**Authors:** Fei Su, Alexes C. Daquinag, Songyeon Ahn, Achinto Saha, Yulin Dai, Zhongming Zhao, John DiGiovanni, Mikhail G. Kolonin

**Keywords:** Cancer microenvironment, Oncology

## Abstract

Aggressiveness of carcinomas is linked with tumor recruitment of adipose stromal cells (ASC), which is increased in obesity. ASC promote cancer through molecular pathways not fully understood. Here, we demonstrate that epithelial–mesenchymal transition (EMT) in prostate tumors is promoted by obesity and suppressed upon pharmacological ASC depletion in HiMyc mice, a spontaneous genetic model of prostate cancer. CXCL12 expression in tumors was associated with ASC recruitment and localized to stromal cells expressing platelet-derived growth factor receptors *Pdgfra* and *Pdgfrb*. The role of this chemokine secreted by stromal cells in cancer progression was further investigated by using tissue-specific knockout models. ASC deletion of *CXCL12* gene in the *Pdgfr* + lineages suppressed tumor growth and EMT, indicating stroma as the key source of CXCL12. Clinical sample analysis revealed that *CXCL12* expression by peritumoral adipose stroma is increased in obesity, and that the correlating increase in *Pdgfr*/*CXCL12* expression in the tumor is linked with decreased survival of patients with prostate carcinoma. Our study establishes ASC as the source of CXCL12 driving tumor aggressiveness and outlines an approach to treatment of carcinoma progression.

## Introduction

Prostate cancer (PCa) develops resistance to therapy as a result of dynamic interaction with tumor stroma, which is composed of various nonmalignant cell types^1^. Cancer-associated fibroblasts (CAF), the mesenchymal stromal cells (MSC) of tumors, is a population of cells in carcinomas that has stirred controversy^2^. While CAFs have been reported to promote cancer progression^3,4^, the attempts to inactivate them have produced conflicting results^5,6^. The underlying mechanisms of CAF effects are poorly understood^7,8^. CAF play multiple roles, including leukocyte recruitment, extracellular matrix (ECM) remodeling, vascularization, and immunosuppression^9^. A key function of CAF appears to be their ability to induce epithelial–mesenchymal transition (EMT) of carcinoma cells^10^. While the role of EMT in metastatic dissemination is debated^11^, acquisition of the “cancer stem cell” properties and resistance to chemotherapy is undoubtedly a hallmark of EMT^7^. Selective CAF-targeting therapies are lacking, and their development is highly anticipated^12^.

CAF are derived from distinct lineages and are heterogeneous^2,7^. Recent reports provide evidence that CAF are at least in part derived from white adipose tissue (WAT) surrounding the tumor^13–15^. Progression of PCa and other carcinomas is aggravated by obesity^16,17^. Our studies in mouse models have shown that WAT, which becomes inflamed, and fibrotic in obesity, enhances cancer progression irrespective of diet^18^. Peritumoral WAT undergoing remodeling in cancer plays a particularly important role in PCa and several other types of cancer. Our studies indicate that adipose stromal cells (ASC), the MSC of WAT, are expanded in obesity, become mobilized, and migrate to tumors^19^. This process, particularly prominent in obese cancer patients, is linked with poor cancer prognosis^19^. There is accumulating evidence that ASC infiltrating tumors from adjacent WAT depots contribute to the population of CAF^18–20^. The molecular signals through which these adipose-derived CAF promote cancer progression are unclear. ASC are a major source of the ECM that drives tumor desmoplasia^21^ and they also secrete trophic factors that stimulate vascularization^18,20^. Some of the cancer-promoting effects of ASC are contact-dependent^22^. Although roles for ASC in therapy resistance have surfaced^23^, identifying these cells as a prospective drug target^24^, their role in metastatic progression has not been explored. By screening a combinatorial library in vivo, we previously isolated a cyclic peptide WAT7 (sequence CSWKYWFGEC) that homes to ASC in both WAT and tumors^25,26^. We have modified it into a compound targeting ASC, termed D-CAN, which can be used for selective ASC depletion^26,27^. By using this reagent, we recently demonstrated the role of adipose-derived CAF in EMT induction, invasiveness, and chemoresistance of PCa cells^28^, as well as cancer metastasis^29^.

Paracrine angiogenic, immunosuppressive, antiapoptotic, and mitogenic signaling by adipose cells plays an important role in cancer^18–20,30^. However, the exact mechanisms through which ASC and their CAF derivatives promote cancer have remained unknown. We recently reported that a chemokine CXCL12, also known as stromal-cell derived factor 1 (SDF-1), signaling via receptors CXCR4 and CXCR7 and activating tumor cell growth and invasion pathways, is responsible for accelerated prostate tumor growth in obesity^31^. Here, based on clinical and preclinical data showing CXCL12 expression by MSC and ASC, we hypothesized that ASC and ASC-derived CAF are a key source of CXCL12 in tumors. We show that inactivation of CXCL12 in ASC suppresses carcinogenic signaling, tumor growth and EMT. We conclude that ASC/CAF-derived CXCL12 is an important drug target.

## Results

### ASC recruitment in obesity is linked with EMT and CXCL12 expression

To determine the role of ASC in cancer progression, we have used mouse models of PCa, for which the obesity-cancer relationship has been established^31^. We fed mice high-fat diet (HFD; 60 kcal%) and then compared cancer progression in mice with diet-induced obesity (DIO) and control mice raised on 10 kcal% low-fat diet. In FVB mice subcutaneously grafted with HMVP2, a PCa cell line derived from HiMyc mice, obesity was associated with accelerated tumor growth, as reported previously^28^. Importantly, we observed a greater loss of E-cadherin expression, indicating EMT, in tumors of obese mice (Fig. 1a). The EMT was linked with increased immunostaining for CXCL12, a chemokine previously found to promote PCa in obesity and detectable in peritumoral stroma/vasculature but not in adipocytes^31^. To investigate the function of adipose stroma in a genetic model of PCa, we used HiMyc mice, in which over-expression of c-Myc in the prostate is driven by the ARR_2_Pb probasin promoter and results in tumors sharing molecular and histopathological features with human prostate adenocarcinomas^31,32^. At 6 months of age, HiMyc mice raised on HFD displayed accelerated cancer progression, evidenced by significantly higher cell proliferation (Ki67 expression) and earlier loss of E-cadherin expression in prostate glands (Fig. 1b). EMT induction acceleration by obesity was linked with increased fibronectin deposition in the stroma adjacent to prostate cells losing E-cadherin expression, indicating EMT also occurring in this spontaneous model (Fig. 1c).

**Fig. 1:**
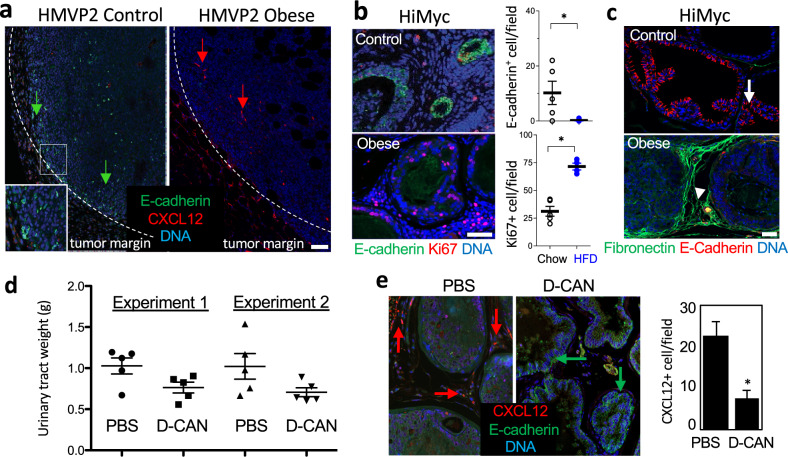
ASC recruitment in obesity is linked with EMT and CXCL12 expression. **a** FVB mice pre-fed low-fat or high-fat diet to induce DIO were grafted with HMVP2 spheroids. Representative resected tumors were analyzed for CXCL12 and E-Cadherin (arrows) in tumor sections. Note membrane E-cadherin (inset: high magnification) and its loss (indicating EMT) concomitant with CXCL12 expression in DIO. **b** IF on sections of ventral prostates of 6-month-old HiMyc mice fed chow (control) or HFD (obese) reveals proliferation (Ki67+) in tumor cells lacking E-cadherin in obesity. Quantification of IF data (based on counts from *N* = 5 view fields) from mice raised on chow and HFD is graphed on the right. **c** IF on sections of ventral prostates of control and obese HiMyc mice (9 months old). E-cadherin in prostate epithelium (arrow) is downregulated in DIO mice concomitantly with fibronectin induction in the stroma (arrowhead). **d** HiMyc mice maintained on HFD treated with D-CAN starting at 12 weeks of age for 4 weeks and terminated at 16 (experiment 1) or 24 (experiment 2) weeks of age have lower urinary tract weight, compared to control mice treated with PBS. *N* = 5. **e** IF analysis of ventral prostate of mice from **d**. Note induction of E-cadherin in epithelium concomitant with reduction of CXCL12 in the stroma, indicating EMT reversal upon D-CAN treatment. Graph: quantification of CXCL12+ cells in the stroma in (**e**); *N* = 5. For all panels, *P < 0.05 compared to control (Student’s *t* test). Scale bar = 100 µm.

### Depletion of CXCL12-expressing stroma suppresses EMT

To assess ASC as a source of CXCL12, we analyzed HiMyc mice treated with D-CAN, an ASC-depleting compound, starting at 12 weeks of age. In two independent experiments, we observed an effect of D-CAN on PCa progression, revealed by a trend for lower weight of genitourinary tracts in treated mice (Fig. 1d). Importantly, immunofluorescence (IF) analysis of prostate glands from D-CAN-treated animals demonstrated a significantly lower frequency of CXCL12+ cells in the stroma and a markedly increased E-cadherin expression in the prostate epithelium (Fig. 1e).

To characterize the effect of D-CAN, we performed scRNA-seq analysis. As a model, we used FVB mice fed chow and subcutaneously grafted with MycCaP cells, a cell line derived from HiMyc mice^33^. 

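Single-cell libraries were available for 1 tumor graft suspension from the control (PBS) group and 1 from the D-CAN group. D-CAN is a peptide that homes to ASC, joined to an amphipathic sequence, and is described as depleting these cells. The 10x Chromium 3′ assay tags each captured RNA molecule with a unique molecular identifier (UMI). The authors used Cell Ranger to align reads to the mouse transcriptome, call cells and count UMIs per gene and cell, without normalization. The control library held 2830 cells and 17996284 UMIs, with a median of 3498 per cell. The D-CAN library held 1525 cells and 15672787 UMIs, with a median of 4855 per cell. The paper gives its sequencing depth in reads, which the count tables do not hold. Cells with under 200 genes were left out, which kept 2761 control and 1487 D-CAN cells. The cells of both libraries were clustered together in Seurat after log-normalization, from 2000 variable genes, 10 principal components and a resolution of 0.8. The 10 genes whose expression is compared below were kept out of the clustering. No cells were removed for mitochondrial content or as doublets, since the text of the methods names neither step. With 1 library per condition, no test between conditions was possible, because cells are not replicates. Shares of cells are given with exact Clopper-Pearson 95% intervals and sums of UMIs with exact Poisson 95% intervals. For a count of 0, the share said to be allowed is that of 3 counts, a limit set somewhat under the upper end of the exact interval. All of these cover counting error only, and leave out the variation between mice.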

As in other models, D-CAN significantly suppressed tumor growth (Fig. 2a). 

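The 4248 tumor cells formed 15 clusters, named from marker genes chosen before the data were examined. The cancer-like class had 6 clusters, each with Cldn3 among its 10 leading genes. It held 56.8% of control cells (1569 of 2761, interval 55.0 to 58.7) and 51.9% of D-CAN cells (772 of 1487, interval 49.3 to 54.5). The leukocyte-like class had 4 clusters named from macrophage markers, each with Lyz2, Ctss and Cd74 among its leading genes. It held 23.2% of control cells (640 cells, interval 21.6 to 24.8) and 28.5% of D-CAN cells (424 cells, interval 26.2 to 30.9). An endothelial-like cluster, led by genes such as Cdh5, Egfl7 and Pecam1, held 3.66% of control cells (101 cells, interval 2.99 to 4.43) and 4.51% of D-CAN cells (67 cells, interval 3.51 to 5.69). Pecam1 (ENSMUSG00000020717), which encodes CD31, lies on chromosome 11 of GRCm38 from 106654217 to 106750628. Ptprc (ENSMUSG00000026395), which encodes CD45, lies on chromosome 1 from 138062861 to 138175708. Another 3 clusters were stromal. The remaining cluster had a median of 58.5% mitochondrial UMIs, with 2 of 9 cancer markers detected, and was left unnamed. It held 9.34% of control and 7.20% of D-CAN cells.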

Unsupervised hierarchical analysis of cells from tumors identified several subpopulations of cancer cells CD31+ endothelial cells, various CD45+ leukocytes populations, as well as stromal/vascular cells (Fig. 2b). Uniform manifold approximation and projection (UMAP) analysis was then performed. This identified two subpopulations of stromal cells (Fig. 2b), corresponding to myofibroblastic (myCAF) and inflammatory (iCAF) populations of CAFs previously designated in pancreatic cancer models^34^. 

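The stromal cells of the tumors fell into 3 clusters. Cluster 11 was perivascular-like, led by Rgs5, Col6a3 and Serpine2, with 109 control and 51 D-CAN cells. Cluster 12 was fibroblast-like, led by Thbs4, Mfap5 and Cilp, with 62 and 53 cells. Cluster 14 was also fibroblast-like, led by Dcn, Col3a1 and Apod, with 22 and 13 cells. Acta2 (ENSMUSG00000035783, chromosome 19 of GRCm38 from 34241090 to 34255590) encodes αSMA and was not used in the clustering. Over both libraries, at least 1 Acta2 UMI was found in 69.4% of the 160 cells of cluster 11 and in 77.4% of the 115 cells of cluster 12. In cluster 14, 1 of 35 cells (2.86%) had one. Leukocyte-like cells, which should lack the transcript, had it in 0.846% of 1064 cells. The median depths were 3326, 6419, 4637 and 1677 UMIs per cell, in the same order. After each cell was thinned to 1000 UMIs, which left out 30, 1, 0 and 259 cells, the shares were 68.5%, 54.4%, 0% and 0.373%. The 0 of 35 cells allows up to 8.57%. In counts per 1 M UMIs (CPM), Acta2 stood at 3572 in cluster 11, 3002 in cluster 12 and 5.99 in cluster 14.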

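Cxcl12 (ENSMUSG00000061353) lies on chromosome 6 of GRCm38 from 117168535 to 117181367. Pdgfra (ENSMUSG00000029231) lies on chromosome 5 from 75152292 to 75198215, and Pdgfrb (ENSMUSG00000024620) on chromosome 18 from 61045150 to 61085061. In the fibroblast-like cluster 12, which also expressed Acta2, 54.8% of cells had a Cxcl12 UMI, 51.3% a Pdgfra UMI and 75.7% a Pdgfrb UMI. In the fibroblast-like cluster 14, these shares were 62.9%, 60.0% and 25.7%. In the perivascular-like cluster 11, they were 6.25%, 9.38% and 71.9%. Leukocyte-like cells, at their lower median depth, had 0.282%, 0.188% and 0.0940%. All 3 transcripts were found together in 31 of 115 cells of cluster 12 (27.0%, interval 19.1 to 36.0) and in 5 of 35 cells of cluster 14 (14.3%, interval 4.81 to 30.3). The same held for 2 of 160 cells of cluster 11 (1.25%, interval 0.152 to 4.44). None of 1064 leukocyte-like cells had all 3, which allows a share of up to 0.282%. Cxcl12 and Pdgfrb were found together in 42.6% of the cells of cluster 12, 14.3% of cluster 14 and 4.38% of cluster 11. With each cell thinned to 1000 UMIs, 0 of 114 cells of cluster 12 and 0 of 35 of cluster 14 held all 3 transcripts. These counts allow shares of up to 2.63% and 8.57%. In cluster 11, 1 of 130 thinned cells (0.769%) did.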

*Cxcl12, Pdgfra and Pdgfrb* were co-expressed in iCAFs, while only *Cxcl12 and Pdgfrb* were co-expressed in myCAFs (Fig. 2c). Stromal cells were notably depleted by D-CAN treatment (Fig. 2c). 

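Stromal cells, the clusters named fibroblast-like or perivascular-like, made up 6.99% of control cells (193 of 2761, interval 6.07 to 8.01). In the D-CAN library they made up 7.87% (117 of 1487, interval 6.55 to 9.36). D-CAN minus control was 0.878 percentage points, with a counting interval from -0.786 to 2.63, so that no difference of the class as a whole was detectable at this number of cells. Of the alternatives set before the data were examined, taking the share among the cells that are not cancer cells moved it most, to 0.172. Leaving the unnamed cluster out of that denominator as well, and taking the share among stromal and endothelial-like cells, were chosen after the data had been seen and reversed it to -1.42 (20.7% against 19.2%) and -2.06, with intervals that span 0. Fibroblast-like cells were 3.04% of control and 4.44% of D-CAN cells, a difference of 1.40 points with an interval from 0.178 to 2.72, and perivascular-like cells 3.95% and 3.43%. Stromal cells with UMIs of both Pdgfra and Pdgfrb, 2 of the 3 transcripts that the paper reports together in iCAF, numbered 30 (1.09%, interval 0.734 to 1.55) in the control and 36 (2.42%, interval 1.70 to 3.34) in the D-CAN library. The D-CAN library had the deeper stromal cells, with a median of 6688 against 3577 UMIs per cell. With every cell thinned to 1000 UMIs, which left 2 of 2408 and 4 of 1349 cells with both, the difference in this share went from 1.33 to 0.213 percentage points. All 3 transcripts, Cxcl12 included, were found in 17 of 193 control stromal cells (8.81%, interval 5.22 to 13.7) and 21 of 117 D-CAN stromal cells (17.9%, interval 11.5 to 26.1). After thinning they were found in 1 of 167 and 0 of 112, too few to compare. From the UMAP plots of the tumor cells, the paper states that D-CAN depleted the stroma. Its legend lists Cxcl12, Pdgfra, Pdgfrb and αSMA as co-expressed, and places the loss in the cells that co-express them, named iCAF.

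**Figure D1:**
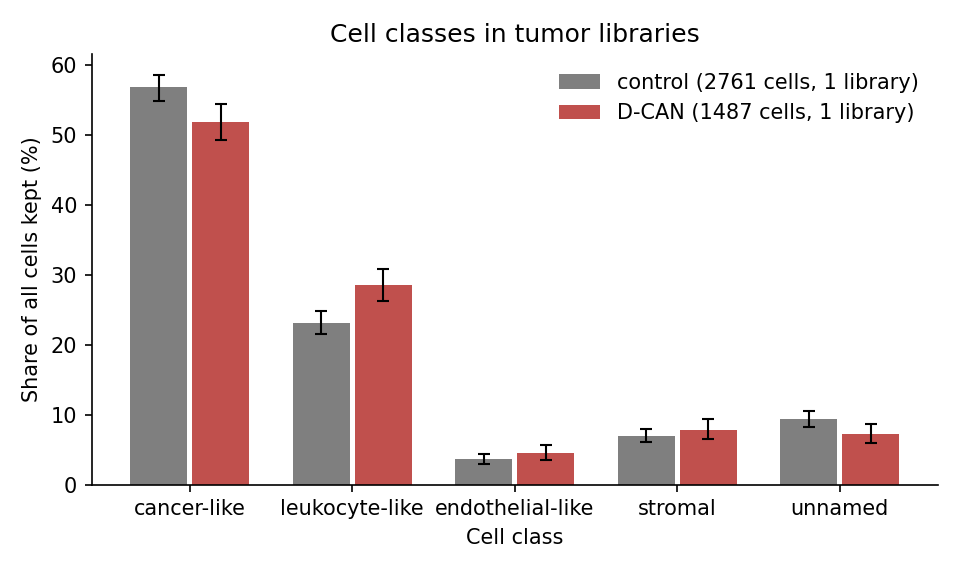
Share of cells (%) in each class of the control and D-CAN tumor libraries, with 1 library per condition. Bars give the share and lines the exact 95% interval for counting error, and stromal cells stand at 6.99% and 7.87%.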

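In the cancer-like cells, Fn1 and Vim were compared after each cell was thinned to 2000 UMIs, because D-CAN cells were deeper, with a median of 16453 against 9237 UMIs. Thinning left out 156 control and 41 D-CAN cells. Fn1 (ENSMUSG00000026193, chromosome 1 of GRCm38 from 71585520 to 71653200) encodes fibronectin. It was found in 40.5% of control cells (572 of 1413, interval 37.9 to 43.1) and 33.1% of D-CAN cells (242 of 731, interval 29.7 to 36.6). Without thinning the shares were 70.3% and 74.9%, so that the difference changed from -7.38 to 4.57 percentage points. At 1000 UMIs it was -3.39, with an interval from -7.12 to 0.455 that spans 0. Counting only cells with at least 2 Fn1 UMIs at 2000 gave -3.37, with an interval from -6.34 to -0.251. In the control, deeper cells had Fn1 less often after thinning. It was found there in 47.9% of cells in the shallowest of 5 strata of original depth and in 29.9% in the deepest. In the D-CAN library the share fell less steadily, at 37.4, 29.5, 34.8, 38.8 and 30.1% from shallow to deep. Cells were also compared within these strata, an alternative chosen after the data had been seen. The difference, weighted by the D-CAN cells, was -3.16, with an interval from -8.33 to 2.00 that spans 0. From the shallowest stratum to the deepest it was -10.5, -11.9, -4.77, 2.30 and 0.214. The deepest held 312 of the 731 D-CAN cells, so the weighted value does not speak for the shallower strata, where the share was lower. The Fn1 sum stood at 308 CPM (interval 299.7 to 317) in the control and 289 CPM (interval 279.9 to 298) in the D-CAN library. Each tumor class held Fn1. In the SAT libraries, leukocyte-like cells thinned to the same depth had it in 0.600% of 2166 cells. Vim (ENSMUSG00000026728, chromosome 2 from 13573927 to 13582826) encodes vimentin. It was found in 4.53% of control cells (64 of 1413, interval 3.51 to 5.75) and 3.97% of D-CAN cells (29 of 731, interval 2.67 to 5.65), or 12.2% and 13.0% without thinning. Its sum stood at 25.3 CPM (interval 22.9 to 28.0) in the control and 53.6 CPM (interval 49.7 to 57.7) in the D-CAN library, so no order was read from the shares. In the D-CAN library, 2 cells held 51.2% of the Vim UMIs. No tumor class lacks Vim, and 90.0% of control leukocyte-like cells had it at the same depth. A list of 15 mesenchymal genes had 10 with at least 20 UMIs. Their median log2 ratio of D-CAN over control was 0.11, at percentile 87.8 of 10000 random lists matched on expression. With a minimum of 50 UMIs, it was 0.16 at percentile 97.4 over 7 genes. Among cells with at most 10% mitochondrial UMIs, an alternative chosen after the data had been seen, it was 0.28 at percentile 99.9 over 8 genes. A limit of 20%, chosen likewise, left it at 0.11, at percentile 90.3 over 9 genes. A list of 15 epithelial genes had 8 such genes, with a median of 0.04 at percentile 51.5.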

D-CAN treatment also reduced the abundance of cancer cells expressing fibronectin and vimentin, reinforcing the notion that stromal ablation results in EMT suppression. 

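Mki67 (ENSMUSG00000031004, chromosome 7 of GRCm38 from 135689784 to 135716361) encodes Ki67. In cancer-like cells thinned to 2000 UMIs, it was found in 5.38% of control cells (76 of 1413, interval 4.26 to 6.69) and 6.43% of D-CAN cells (47 of 731, interval 4.76 to 8.46). Without thinning the shares were 11.9% and 16.1%. At 1000 UMIs they were 3.53% (54 of 1528) and 2.51% (19 of 757), which reversed the order. The stromal cells, thinned to 2000 UMIs, had it in 2.90% of 138 control cells and 0.935% of 107 D-CAN cells. Their Mki67 sum was 15.4 CPM (12 UMIs, interval 7.94 to 26.8) in the control and 35.3 CPM (32 UMIs, interval 24.1 to 49.8) in the D-CAN library, so no order was read from these shares. The Mki67 sum in cancer-like cells was 33.0 CPM (506 UMIs, interval 30.2 to 36.0) in the control and 43.0 CPM (561 UMIs, interval 39.5 to 46.7) in the D-CAN library. Of 20 proliferation genes, Mki67 among them, 18 had a higher CPM in the D-CAN cancer-like cells. Their median log2 ratio was 0.28, and none of the 10000 random lists reached it.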

Proliferating cells, identified based on Ki67 expression, were also reduced. 

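The SAT data hold 1 library of SVF cells from the control (PBS) group and 1 from the D-CAN group, made with the same assay as the tumor libraries. The labels place the tissue in the inguinal depot and list removal of dead cells and of red blood cells before capture. The control library held 2851 cells and 6667064 UMIs, with a median of 1700 per cell. The D-CAN library held 1922 cells and 7444729 UMIs, with a median of 2921 per cell. The header of the D-CAN count table names Cell Ranger 3.0.2, where the other 3 tables name 3.1.0. Cells with under 200 genes were left out, which kept 2841 control and 1897 D-CAN cells. These were clustered together with the settings used for the tumors. As with the tumors, 1 library per condition allowed no test.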

To compare D-CAN effects on tumor and microenvironment, we also performed scRNA-seq on stromal/vascular factor (SVF) cells of subcutaneous AT (SAT). 

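The 4738 SAT cells formed 17 clusters. The leukocyte-like class had 10 clusters, with B cells, T cells, macrophages, dendritic cells and neutrophils among their marker-based names. One of these, named T cell-like, was led by immunoglobulin genes and by Mki67 and Pclaf, and is better described as mixed lymphocytes. The class held 64.0% of control cells (1819 of 2841, interval 62.2 to 65.8) and 84.0% of D-CAN cells (1594 of 1897, interval 82.3 to 85.6). The 3 endothelial-like clusters, of which 2 were led by Gpihbp1 and the other by Glycam1 and Aqp1, held 19.6% of control cells (558 cells, interval 18.2 to 21.2) and 8.96% of D-CAN cells (170 cells, interval 7.71 to 10.3). The stromal class had 4 clusters. Cluster 6, led by Dcn, Pi16 and Igfbp6, cluster 14, led by Dcn, Col3a1 and Col1a2, and cluster 16, led by Col1a1, Col3a1 and Col1a2, were fibroblast-like. Cluster 7, led by Myh11, Acta2 and Tpm2, was perivascular-like. No cluster was adipocyte-like. Clusters 6, 7, 14 and 16 held 195, 172, 68 and 29 control cells, against 45, 46, 42 and 0 D-CAN cells.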

Unsupervised hierarchical analysis identified endothelial cells and leukocytes populations as well as previously reported^35–37^ CD45−CD31− preadipocytes and several populations of ASC (Fig. 2e). Specifically, we identified the primitive *DPP4*+ ASC, as well as its reported^35^ derivative *CD142*+ ASC and *ICAM1*+ ASC populations by UMAP analysis (Fig. 2f). 

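Dpp4 (ENSMUSG00000035000) lies on chromosome 2 of GRCm38 from 62330073 to 62412231. F3 (ENSMUSG00000028128), which encodes CD142, lies on chromosome 3 from 121723537 to 121735048, and Icam1 (ENSMUSG00000037405) on chromosome 9 from 21015985 to 21028817. Over both libraries, Dpp4 was found in 27.1% of cluster 6 (65 of 240 cells, interval 21.6 to 33.2), 5.45% of cluster 14 and 0.459% of cluster 7. F3 was found in 33.6% of cluster 14 (37 of 110 cells, interval 24.9 to 43.3), 2.08% of cluster 6 and 0 of the 218 cells of cluster 7, which allows up to 1.38%. Icam1 was found in 22.7% of cluster 14 (25 of 110 cells, interval 15.3 to 31.7), 3.75% of cluster 6 and 8.26% of cluster 7. Cluster 16, with 29 cells, had 3, 2 and 1 cells with these transcripts. The median depths were 871 UMIs in cluster 6, 1965 in cluster 14 and 1658 in cluster 7. Leukocyte-like cells, with a median of 2447 UMIs, had Dpp4 in 6.09%, F3 in 0.0879% and Icam1 in 16.4%. Endothelial-like cells, with a median of 1210 UMIs, had them in 0.549%, 0.549% and 22.5%. In CPM, Icam1 stood at 49.4 in stromal, 196 in endothelial-like and 86.5 in leukocyte-like cells.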

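Cxcl12, Pdgfra and Pdgfrb were counted per SAT cluster over both libraries. Cxcl12 was found in 20.0% of cluster 6, 69.1% of cluster 14, 27.6% of cluster 16 and 59.2% of cluster 7. Of the endothelial-like cells, 63.7% had it, against 1.46% of leukocyte-like cells. Endothelial-like cells held 68.9% of the Cxcl12 UMIs of the control and 65.8% of those of the D-CAN library. Stromal cells held 29.6% (interval 27.9 to 31.4) and 33.4% (interval 31.4 to 35.4). These shares depend on the clustering, as stromal cells held 28.9% and 49.2% with 20 components, and 18.2% and 18.9% at a resolution of 1.2. Pdgfra was found in 29.2% of cluster 6, 58.2% of cluster 14 and 34.5% of cluster 16. It was found in 0.459% of cluster 7 and 0.275% of endothelial-like cells, close to the 0.176% of leukocyte-like cells. Pdgfrb was found in 12.1% of cluster 6, 37.3% of cluster 14, 46.8% of cluster 7 and 3.16% of endothelial-like cells, against 0.176% of leukocyte-like cells. All 3 transcripts occurred in 25 of 110 cells of cluster 14 (22.7%, interval 15.3 to 31.7) and 9 of 240 cells of cluster 6 (3.75%, interval 1.73 to 7.00). They occurred in 1 of 218 cells of cluster 7 and 1 of 728 endothelial-like cells. None of the 29 cells of cluster 16 held all 3, which allows up to 10.3%, and none of 3413 leukocyte-like cells, which allows up to 0.0879%. Cxcl12 and Pdgfrb occurred together in 29.4% of cluster 7 and 2.61% of endothelial-like cells. Thinned to 1000 UMIs, 3 of 76 cells of cluster 14 (3.95%) held all 3 transcripts, and 0 of 110 of cluster 6, which allows up to 2.73%.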

As shown in Fig. 2g, *Cxcl12, Pdgfra*, and *Pdgfrb* were co-expressed by stromal cells, preadipocytes and the endothelium. As in tumors, comparison of cell populations in control and D-CAN-treated mice demonstrated a marked depletion of all ASC and preadipocyte populations expressing *Pdgfrs* and *Cxcl12* (Fig. 2g).

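Stromal cells of the SAT made up 16.3% of control cells (464 of 2841, interval 15.0 to 17.7) and 7.01% of D-CAN cells (133 of 1897, interval 5.90 to 8.25). The difference was -9.32 percentage points, with a counting interval from -11.1 to -7.49. Of the alternatives set before the data were examined, a new clustering of the cells with 500 genes or more moved it most, to -1.38. A minimum of 2000 UMIs, scaled to the leukocyte-like cells of each library and chosen after the data had been seen, moved it to -0.896. Both have counting intervals that span 0. Fibroblast-like cells were 10.3% of control and 4.59% of D-CAN cells, and perivascular-like cells 6.05% and 2.42%. The perivascular-like value depends on the resolution. At 1.2, a comparison chosen after the data had been seen, 151 control and 9 D-CAN cells of cluster 7 were named endothelial-like. Of these, 51.0% and 55.6% had a Pecam1 UMI. Their markers were mixed, since 55.6% and 55.6% had a Myh11 UMI and 28.5% and 100% a Pdgfrb UMI. The 21 control and 37 D-CAN cells that stayed perivascular-like were 0.739% and 1.95% of their libraries. Cluster 6 split there into 173 and 24 cells (6.09% and 1.27%), with a median of 706 UMIs in the control, and 21 and 21 cells (0.739% and 1.11%), with a median of 6755. Dpp4 was found in 14.5% and 8.33% of the shallower part, and in 90.5% and 90.5% of the deeper part. By cluster at the resolution of 0.8, the shares were 6.86% and 2.37% for cluster 6, 2.39% and 2.21% for cluster 14, and 1.02% and 0% for cluster 16. The last count allows up to 0.158%. Stromal cells had a median of 1014 UMIs in the control and 4739 in the D-CAN library, and 40.9% and 6.02% of them had under 500 genes. Among cells that are not leukocyte-like, the stromal share was 45.4% in the control and 43.9% in the D-CAN library, and the fibroblast-like share 28.6% and 28.7%. Stromal cells with a Cxcl12 UMI were 6.79% of control cells (193 cells) and 3.58% of D-CAN cells (68 cells), without thinning. Thinned to 1000 UMIs, which kept 1928 and 1701 cells of all classes, they were 4.77% (92 cells) and 2.12% (36 cells). The unthinned difference, -3.21 percentage points, changed to 0.0598 in the new clustering of cells with 500 genes or more. With the same filter and cluster names kept, chosen after the data had been seen, it was -3.50, with an interval from -4.99 to -1.99. The stromal share then differed by -5.95, so the smaller values of the new clustering are not the effect of the filter alone. Within the stromal cells, Cxcl12 stood at 825 CPM (interval 768 to 885) in the control and 1033 CPM (interval 960.3 to 1109) in the D-CAN library. Pdgfra stood at 212 and 303 CPM, and Pdgfrb at 213 and 261 CPM. From the frequencies in the outlined area of the SAT plots, the paper concludes that D-CAN depletes ASC and preadipocytes that express the PDGF receptors and Cxcl12, as it reports for tumors.

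**Figure D2:**
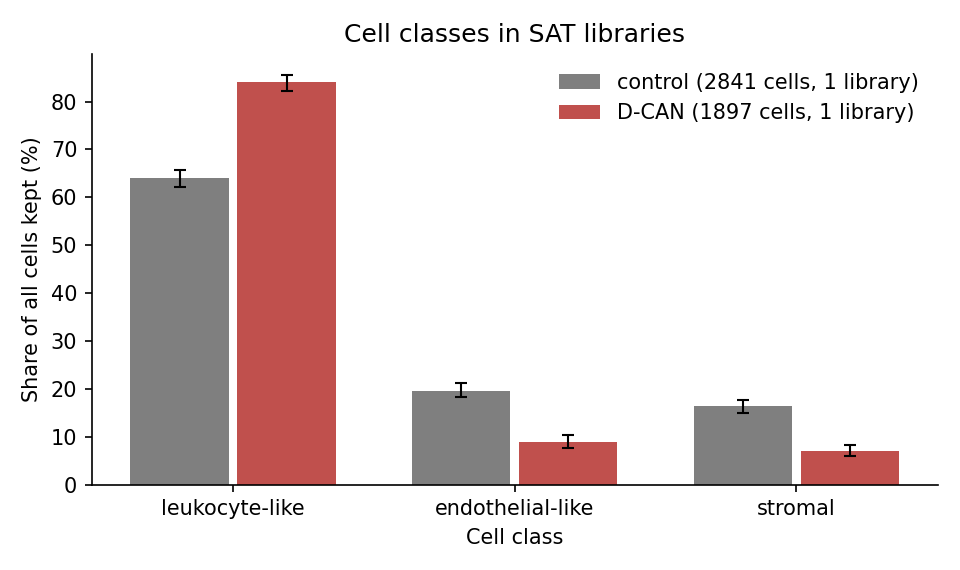
Share of cells (%) in each class of the control and D-CAN SAT libraries, with 1 library per condition. Bars give the share and lines the exact 95% interval for counting error, and the stromal and endothelial-like shares are lower in the D-CAN library while the leukocyte-like share is higher.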

**Fig. 2:**
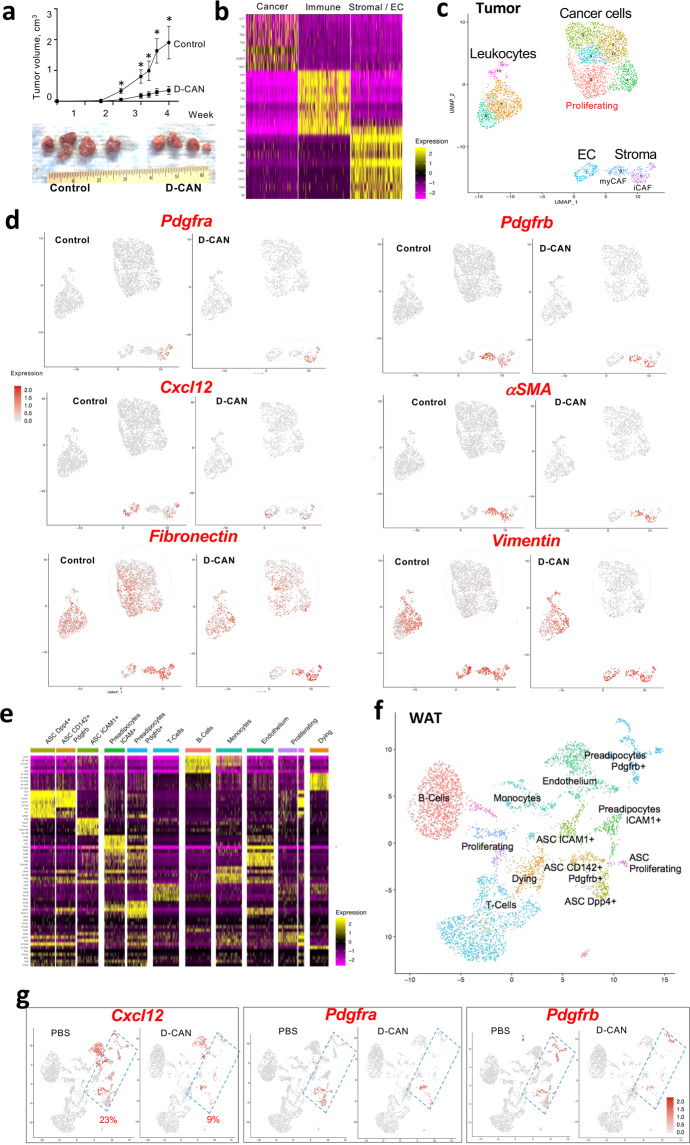
Changes in tumors and microenvironment resulting from D-CAN treatment. **a** Growth of Myc-Cap tumor grafts suppressed by D-CAN treatment in FVB mice fed chow. Graphed is mean tumor volume ± SEM; *N* = 4; *P < 0.05 compared to control (Student’s *t* test). **b** Integrated heatmap of combined tumor scRNAseq data from control and D-CAN-treated mice identifying cell populations expressing genes listed vertically. **c** UMAP clusters of cells identified by scRNAseq in tumors. **d** Co-expression (red) of *Cxcl12, Pdgfra, Pdgfrb*, and *αSMA*, in stromal cells and depletion of the co-expressing sub-population (iCAF) by D-CAN treatment. Note the reduction of *Fibronectin* and *Vimentin* expression in cancer cells. **e** Integrated heatmap of combined SAT scRNAseq data from PBS-injected (control) and D-CAN-treated mice. Selectively expressed genes (left) identify cell clusters designated on top. **f** UMAP clusters of cells identified in SAT cells by combining SAT scRNAseq data from control and D-CAN-treated mice. Proliferating cells are identified based on Ki67 expression, dying cells are identified based on mitochondrial gene expression. Subpopulations of ASC expressing *Dpp4, CD142*, and *Icam1* are indicated. **g** Gene expression in UMAP clusters. Note that D-CAN depletes ASC and preadipocytes (combined with the defined area) co-expressing *Pdgfra, Pdgfrb*, and *Cxcl12*. Frequencies among total SVF are indicated.

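Over 20% of the UMIs were mitochondrial in 5.51% of the cells of the SAT control library (157 of 2851, interval 4.70 to 6.41). The same held for 12.4% of the D-CAN library (239 of 1922, interval 11.0 to 14.0). A T cell-like cluster had the highest median of the 17 SAT clusters, at 31.0%, and held 53 control and 67 D-CAN cells. Among leukocyte-like SAT cells, Mki67 stood at 53.7 CPM (245 UMIs, interval 47.2 to 60.9) in the control and 47.2 CPM (268 UMIs, interval 41.7 to 53.2) in the D-CAN library. Stromal cells of the control library had 19 Mki67 UMIs in 18 of 464 cells. The 133 stromal cells of the D-CAN library had 0, which allows a share of cells of up to 2.26%.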

### *Pdgfra+ and Pdgfrb+* lineages are the source of tumor CXCL12

While we previously demonstrated CXCL12 expression in periprostatic WAT^31^, the identity of cells serving as its main source has remained unclear. We and others have reported that MSCs, which can be collectively identified based on the expression of platelet-derived growth factor receptors, PDGFRα (CD140a) and PDGFRβ (CD140b), are heterogeneous. We have reported that PDGFRα+ and PDGFRβ+ can help distinguish subpopulations of stromal cells in WAT and in tumors^26,27^. Recently, we used the *Cre/LoxP* system for ASC lineage tracing in mice and reported that *Pdgfra*+ and *Pdgfrb*+ lineages represent distinct adipocyte progenitor populations^38^. We opted to use this *Pdgfr* tracing approach based on double-reporter *mTmG* system^38^ to identify the lineages of cells expressing CXCL12 in the tumor microenvironment. We generated and analyzed triple-transgenic HiMyc;Pdgfra-Cre;mTmG and HiMyc;Pdgfrb-Cre;mTmG mice (Fig. 3a). Because Pdgfra-cre, and Pdgfrb-cre strains are in the C57BL/6 background, we backcrossed HiMyc mice into the C57BL/6 background for nine generations to prevent genetic heterogeneity in the progeny of crosses between these strains. As previously reported for HiMyc in C57BL/6 background^39^, prostate lesions were histologically evident in over 80% of mice fed chow after 6 months of age and resulted in apparent tumors by 12 months (Fig. 3b). IF with anti-GFP antibodies demonstrated that the majority of stromal cells surrounding PCa cells are traced by *Pdgfra* and *Pdgfrb* promoters (Fig. 3c). Of note, the *Pdgfra* promoter traced some epithelial cells (Fig. 3c). In contrast, *Pdgfrb-cre* selectively traced CXCL12-expressing stroma (Fig. 3C). Our data indicate that *CXCL12* is expressed by both *Pdgfra*+ and *Pdgfrb*+ stromal-cell populations. To confirm which stromal cells express CXCL12, we co-stained prostate tissue of HiMyc+ mice fed chow with CXCL12 and PDGFRα or PDGFRβ antibodies. IF revealed CXCL12 in both PDGFRα+ and PDGFRβ+ cells in tumor stroma, as well is in the adjacent matrix and blood vessels (Fig. 3d).

**Fig. 3:**
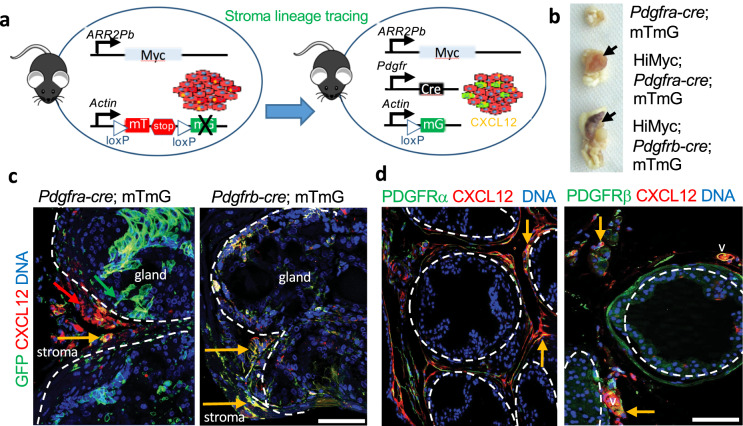
CXCL12 in tumors are expressed by Pdgfr+ lineage stromal cells. **a** scheme for mT (RFP)/mG (GFP) lineage tracing of CXCL12 expression in the stroma with *PDGFRa-Cre and PDGFRb-Cre* drivers in mice. **b** Representative genitourinary tracts from *Pdgfra-cre;mTmG, HiMyc;Pdgfra-cre;mTmG, and HiMyc;Pdgfra-cre;mTmG* mice (C57BL/6 background) fed chow at 12 months of age showing tumors (arrows) in HiMyc+ mice. **c** *PDGFRa-Cre;mTmG* and *PDGFRb-Cre;mTmG* lineage tracing in tumors from HiMyc+ mice fed chow. Cells that have expressed Cre driven by a *PDGFR* promoter, are mG+ (as detected by anti-GFP IF) due to loxP-flanked mT excision (mT fluorescence in other cells is lost in paraffin sections). Yellow arrows indicate that mG+ stroma expresses CXCL12. Tumor epithelium is defined by dashed line. **d** Ventral prostate from HiMyc mice fed chow subjected to IF with indicated antibodies. Note CXCL12 deposits adjacent to and co-localizing with (yellow) stromal cells expressing PDGFRα and PDGFRβ. DNA is blue. Scale bar = 100 µm.

### CXCL12 knockout in mesenchymal cells suppresses EMT

While our results indicate that ASCs secrete CXCL12 in the PCa microenvironment, its expression by other cell types has also been reported^40^. To definitively confirm the key source of CXCL12 in vivo, we proceeded to knockout *CXCL12* in stromal cells of mice using the *Pdgfrb* or *Pdgfra* cre driver lines validated above. For this, we performed crosses to generate cohorts of triple-transgenic HiMyc; Pdgfra-Cre; CXCL12^flox/flox^ (a-KO HiMyc) and HiMyc; Pdgfrb-Cre; CXCL12^flox/flox^ (b-KO HiMyc) male mice. In parallel, we generated Cre-negative CXCL12^flox/flox^; HiMyc (here termed WT HiMyc) and HiMyc-negative CXCL12^flox/flox^ (here termed WT) mice. Finally, these crosses produced HiMyc-negative Pdgfra-Cre; CXCL12^flox/flox^ (a-KO) and HiMyc-negative; Pdgfrb-Cre; CXCL12^flox/flox^ cancer-free (b-KO) littermates. The genotypes of mice were identified by PCR as shown in Supplementary Fig. 1a. RT-PCR on mouse periprostatic WAT demonstrated an expected decrease in CXCL12 mRNA in the a-KO and b-KO mice raised on either chow (Supplementary Fig. 1b) or HFD (Fig. 4A), compared to control HiMyc mice. Both a-KO and b-KO mice developed normally and appeared healthy, consistent with a lack of gross phenotype in mice with CXCL12 knocked-out in mesenchymal progenitors^41^. Histological prostate analysis did not reveal abnormalities in the glands (Supplementary Fig. 1c).

**Fig. 4:**
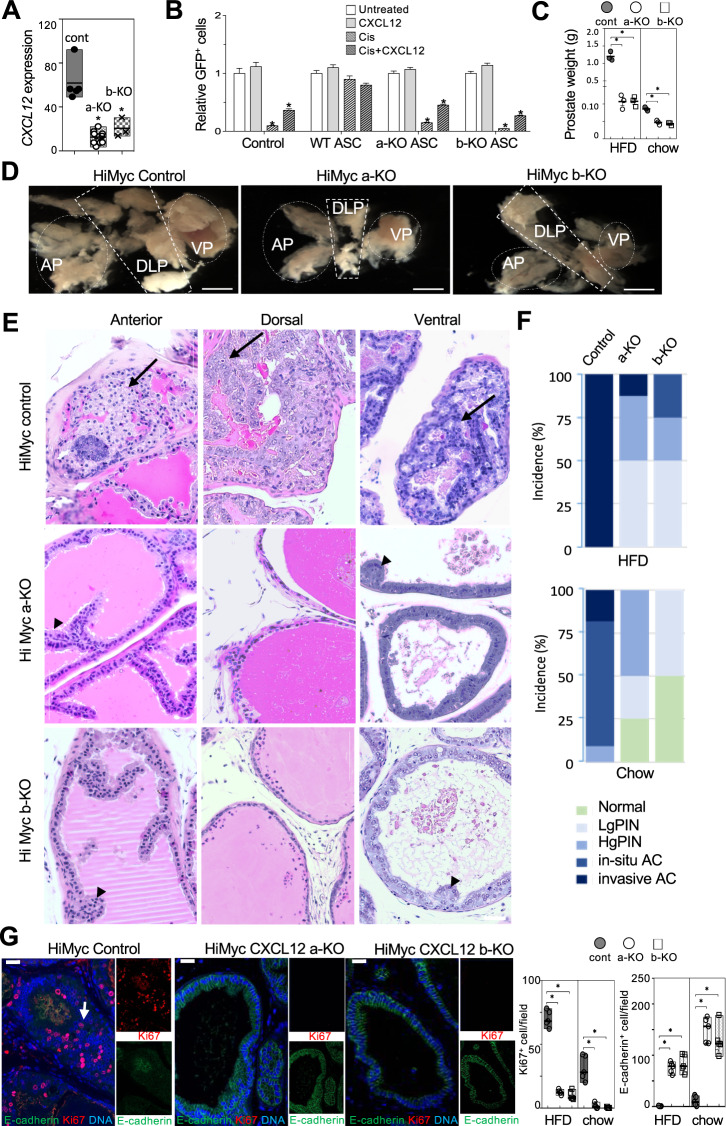
CXCL12 knockout in stroma suppresses tumor growth and EMT. **A** RT-PCR analysis of CXCL12 expression, normalized to *18S RNA*, in periprostatic WAT of 6-month-old control *HiMyc* (cont, *N* = 5), *HiMyc;PDGFRa-Cre;CXCL12*^*flox/flox*^ (a-KO, *N* = 10) and *HiMyc;PDGFRb-Cre;CXCL12*^*flox/flox*^ (b-KO, *N* = 3) mice raised on HFD. *P < 0.01 (Student’s *t* test). **B** Quantification of GFP + LNCaP cells, cultured with ASC from chow-fed *HiMyc*-negative WT, a-KO, and b-KO mice or without ASC (Control) in medium containing 0.2 mg/ml CXCL12 and/or cisplatin (Cis) where indicated. Cell numbers are normalized to “Untreated” for Control and each ASC type. *N* = 5 (independent view field counts); *P < 0.01 (Student’s *t* test) compared to no treatment control. **C** Prostate weights (all lobes combined) in 6-month-old control HiMyc (cont), a-KO HiMyc and b-KO HiMyc mice raised on HFD or chow. *N* = 3 mice; *P < 0.05 (Student’s *t* test). **D** Representative urinary tracts from 6-month-old mice raised on HFD showing lower tumor burden (prostate size) in a-KO HiMyc and b-KO HiMyc mice, compared to control HiMyc mice. Anterior (AP), dorsolateral (DLP), and ventral (VP) prostate lobes are indicated. **E** H&E stainings of indicated prostate lobes from 6-month-old mice raised on HFD. Arrows: adenocarcinoma observed in all lobes of control HiMyc mice. Arrowheads: PIN. **F** Quantification of pathology in prostates of control HiMyc (*N* = 10) and CXCL12 a/b-KO HiMyc (*N* = 4–8) mice raised on HFD versus control HiMyc (*N* = 11) and CXCL12 a/b-KO HiMyc (*N* = 12) mice raised on chow. Graphs show % of prostates with only normal glands and those in which low-grade PIN (LgPIN), high-grade PIN (HgPIN), in situ adenocarcinoma (AC) or invasive AC was detected. **G** IF on sections of ventral prostate of 6-month-old HiMyc mice raised on HFD reveals proliferation (Ki67+) in tumor cells (arrow) lacking E-cadherin. In contrast, a-KO HiMyc and b-KO HiMyc mice have E-cadherin+ epithelium. Quantification of IF data (based on counts from *N* = 5 view fields) from mice raised on chow and HFD is graphed on the right. *P < 0.05 compared to control (Student’s *t* test). Scale bar = 100 µm.

To confirm *CXCL12* deleted from stromal cells as the EMT-enabling factor, we isolated visceral ASC from a-KO and b-KO mice fed chow and tested their ability to promote chemotherapy resistance. While ASC from WT mice blocked LNCaP cell death induced by cisplatin, a-KO and bKO ASC failed to rescue cytotoxicity (Fig. 4B), which was quantified by PI incorporation into the nuclei (Supplementary Fig. 2a). The defect in chemoprotection by a-KO and b-KO ASC was partly rescued by addition of CXCL12 to the medium (Fig. 4B). In the scratch wound healing assay, a-KO and b-KO cells did not notably promote migration of LNCaP cells treated with cisplatin, while CXCL12 promoted migration (Supplementary Fig. 2b). Moreover, while RM1 prostate carcinoma cell grafts were resistant to cisplatin in WT mice, their growth was decreased upon cisplatin treatment in both a-KO and b-KO mice (Supplementary Fig. 2c). Importantly, D-CAN treatment did not further suppress tumor growth in a-KO and b-KO mice (Supplementary Fig. 2c), suggesting that D-CAN works at least in part through abrogating CXCL12 signaling *via* ASC ablation. These data demonstrate the efficacy of CXCL12 deletion in ASC and identify CXCL12 as an ASC-derived chemoresistance-enabling factor.

We then analyzed the effect of CXCL12 deletion on cancer progression. Control HiMyc, a-KO HiMyc and b-KO HiMyc males were placed on chow or HFD to expedite cancer progression and analyzed at 6 months of age, at which HiMyc mice in C57BL/6 background start displaying prostate lesions^39^. Analysis of urinary tracts in 6-month-old mice revealed reduced carcinogenesis in a-KO and b-KO HiMyc mice, on both chow and HFD, as evident from prostate weights (Fig. 4C). All three prostate lobes (anterior, dorsolateral and ventral) were smaller in a-KO and b-KO HiMyc mice, compared to HiMyc controls (Fig. 4D). Consistent with a previous report^39^, histological analysis of prostates demonstrated prostatic intraepithelial neoplasia (PIN) and adenocarcinoma development in in anterior, dorsolateral and ventral prostate lobes of HiMyc controls (Fig. 4E). In situ or invasive adenocarcinoma was observed for 90% of control HiMyc mice on either diet (Fig. 4E and Supplementary Fig. 2d). Consistent with previous reports, cancer progression was promoted by HFD (Fig. 4F). In contrast, while a-KO and b-KO HiMyc mice still developed PIN, adenocarcinoma was not detected at 6 months (Fig. 4E and Supplementary Fig. 2d) or 9 months (data not shown) of age in chow-fed mice. Even on HFD, only 25% of CXCL12 KO mice had adenocarcinomas (Fig. 4F). EMT, prominent in tumors of control HiMyc mice, was also reduced in a-KO or b-KO HiMyc mice fed HFD, as evident from E-Cadherin/Ki67 immunostaining quantification (Fig. 4G).

To exclude the possibility that the decrease in cancer aggressiveness in KO mice was a result of systemic changes that could have resulted from CXCL12 deletion in stromal cells, we performed a systematic analysis of mouse anatomy and physiology. Both a-KO and b-KO mice had normal body size as adults and had visceral and subcutaneous adiposity comparable to that of WT littermates (Supplementary Fig. 3a). To rule out a possibility of the effect of CXCL12 loss on body composition, we also performed EchoMRI analysis. CXCL12 KO mice had normal body weight and their lean and fat body mass was undistinguishable from controls (Supplementary Fig. 3b). Steady state glucose levels were identical in WT and CXCL12 KO HFD-fed groups (Supplementary Fig. 3c) and there was no difference revealed by the glucose tolerance test in fasted mice (Supplementary Fig. 3d). No significant differences were revealed by the cold tolerance test, indicating normal function of brown adipose tissue in CXCL12 KO mice (Supplementary Fig. 3e). Finally, HFD-fed WT and CXCL12 KO mice showed similar energy expenditure, as measured by indirect calorimetry (Supplementary Fig. 3f). Combined, these results argue against a possibility that cancer progression could be affected by indirect effects of stromal CXCL12 loss on mouse energy balance. Our data indicate that ASC-derived CXCL12 promotes cancer progression in vivo.

### Clinical relevance of ASC and CXCL12 in prostate cancer

Comparison of *CXCL12* mRNA levels in prostate tissue of 6-month and 15-month-old mice revealed an age-dependent increase in expression (Fig. 5a). At 6 months of age, *CXCL12* expression was significantly higher in the prostate tissue of HiMyc mice, compared to WT controls (Fig. 5b). Analysis of WAT stroma demonstrated increased *CXCL12* mRNA levels in obese mice raised on HFD, in particular for periprostatic WAT (Fig. 5c). These results indicate that stromal *CXCL12* expression is induced by age, cancer, and obesity.

**Fig. 5:**
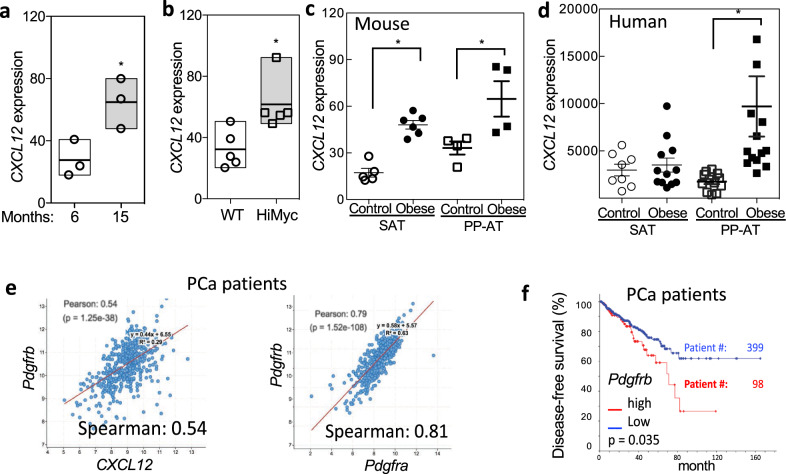
CXCL12 link with age, obesity, and cancer in mice and humans. **a–c** RT-PCR analysis of *CXCL12* mRNA expression normalized to *mGapdh*. **a** Relative *CXCL12* mRNA expression in anterior prostate of 6-month- and 15-month-old HiMyc chow-fed mice; *N* = 3; *P < 0.05 compared to WT (Student’s *t* test). **b** Relative *CXCL12* mRNA expression in anterior prostate of 6-month-old WT and HiMyc chow-fed mice; *N* = 5; *P < 0.05 (Student’s *t* test). **c** Relative *CXCL12* mRNA expression in SAT and periprostatic (PP-AT) adipose tissue of C57BL/6 mice raised for 5 months on chow (control) or HFD (obese); *N* = 4–6; *P < 0.05 (Student’s *t* test). **d** Relative *CXCL12* mRNA expression normalized to *hGapdh* in stromal cells of SAT and periprostatic AT samples from control (BMI < 30; *N* = 8–11) or obese (BMI > 30; *N* = 12–16) PCa patients. *P < 0.05 (Student’s *t* test). **e** Analysis of mRNA expression correlation between *PDGFRb* and *CXCL12*, as well as between *Pdgfrb* and *Pdgfra*, in 498 primary prostate tumors from the TCGA cohort. *P* and *r* values were calculated using Pearson correlation test. **f** Kaplan–Meier curves, based on data from TCGA provisional cohort, showing estimated biochemical recurrence-free probability in patients with high (*z*-score of upper 30%) and low (*z*-score of lower 70%) *PDGFRb* mRNA tumor expression.

To address clinical relevance of these observations, we analyzed stroma derived from periprostatic WAT of patients with PCa described previously^19^. We observed that *CXCL12* expression was relatively low in SAT for both lean and obese patients (Fig. 5d). Consistent with observations made in mice, periprostatic WAT *CXCL12* expression in the majority of obese patients was higher than mean concentration observed for lean patients (Fig. 5d). Previous work by us and others has linked obesity with decreased survival of patients with PCa^19^. To assess the potential implication of ASC and CXCL12 in cancer mortality, we analyzed transcriptomic data in 497 PCa patients of the TCGA (provisional) cohort^42^. In the prostate tissue of these patients, there was a correlation between *CXCL12* and *Pdgfrb*, as well as between *Pdgfra* and *Pdgfrb* mRNA levels (Fig. 5e). This suggests that, similar to mice, *CXCL12* is expressed by *Pdgfra*+ and *Pdgfrb*+ stromal cells, abundance of which in the prostate varies among patients. Indeed, analysis of tumors from patients with PCa characterized in our previous study^19^ revealed that prostate tumors contain ASC identified with a peptide probe against the D-CAN receptor (Supplementary Fig. 4). Importantly, progression-free survival is lower in patients with higher *Pdgfrb* (and *CXCL12*) expression (Fig. 5f). Combined, these clinical data suggest that, like the animal models, recruitment of WAT-derived stroma promotes cancer progression, and implicate CXCL12 as a cytokine secreted by ASC that contribute to tumor aggressiveness (Fig. 6).

**Fig. 6:**
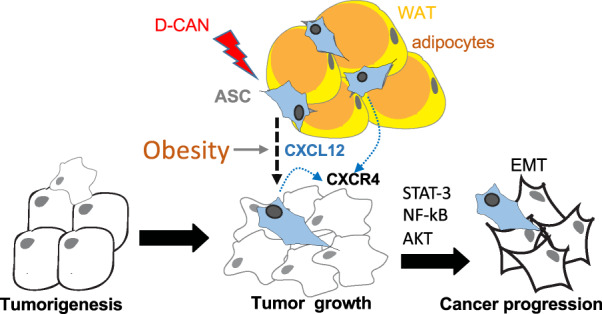
The model of CXCL12 role in cancer progression. Adipose stromal cells (ASC) derived from WAT are the principal source of CXCL12 driving cancer by increasing the survival and proliferation of cancer cells and subsequently their EMT and aggressiveness via CXCR4-mediated signaling. Lightning bolt: D-CAN as a proof-of-principal experimental therapeutic that can be used to deplete ASC and suppress cancer progression.

## Discussion

There is an urgent need for new strategies to effectively suppress PCa resistance to treatment and progression to the advanced stages. Understanding the mechanisms through which stromal cells stimulate carcinoma cells is a prerequisite for development of effective approaches that suppress cancer aggressiveness. It has been reported that CAF promote cancer progression^3,43^. WAT has been identified as a source of CAF^18–20^. In a recent study ASC depletion enhanced chemotherapy efficacy in PCa animal models^28^. However, the role of ASC-derived CAF in PCa virulence has not been explored and the mechanism for the effect of ASC on tumor cells has remained unclear. Here, we investigated the role of ASC in PCa progression. By using genetic PCa mouse models, we show that stromal cells of *Pdgfr* lineages serve as a key source of CXCL12. This study identifies CXCL12 signaling to be rate-limiting for cancer progression in obesity (Fig. 6).

The origins of CAF and their role in cancer progression have remained debated^2^. The heterogeneity of CAF has made it difficult to establish the potential benefits of their inactivation and controversial results have been reported^5,6^. The current challenge is the lack of clarity on the origins and the roles of specific subpopulations of CAF^15^. There are several subpopulations of CAF that have been described: while some CAF have properties of myofibroblasts that produce collagens and drive fibrosis, other CAF specialize in secreting cytokines that shape the tumor immune microenvironment^34^. It has been proposed that CAF can arise from local organ-resident fibroblasts and trans-differentiate from endothelial and epithelial cells^7^. In addition, bone marrow-derived MSC and fibrocytes of myeloid lineage also contribute to CAF^2^. The discovery of WAT as an alternative source of MSC recruited by carcinomas has provided new insights on CAF biology. ASC are composed of subpopulations that can be distinguished by relative *Pdgfra*/*Pdgfrb* expression levels and play different roles in organogenesis^38^. The results presented here show that both *Pdgfra* and *Pdgfrb* lineages contribute to CAF secreting CXCL12. This is consistent with both *Pdgfra*+ and *Pdgfrb*+ cells being derived from *Pdgfra* lineage in development^38^. 

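The tumor libraries held 424 Cxcl12 UMIs in the control and 450 in the D-CAN library. Stromal cells held 42.5% of them in the control (180 UMIs, interval 37.7 to 47.3) and 47.3% in the D-CAN library (213 UMIs, interval 42.6 to 52.1). The endothelial-like cluster held 54.2% (230 UMIs, interval 49.4 to 59.1) and 51.6% (232 UMIs, interval 46.8 to 56.3). Cancer-like cells held 2.83% and 0.889%. Of the stromal Cxcl12 UMIs in the control, the 30 cells with both Pdgfra and Pdgfrb held 33.9% (61 of 180, interval 27.0 to 41.3). The 19 cells with Pdgfra alone held 30.0%, the 93 cells with Pdgfrb alone 16.7%, and the 51 cells with neither 19.4%. In the D-CAN library, the 36 cells with both held 75.6% (161 of 213, interval 69.2 to 81.2). Cells with Pdgfra alone, Pdgfrb alone and neither held 10.8%, 8.92% and 4.69%. A cell without a Pdgfra or Pdgfrb UMI can still express the gene, and the D-CAN stromal cells were the deeper ones.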

Our scRNA-seq data further validates this hierarchy and identifies the *Pdgfra*+*Pdgfrb*+ CAF population as the main stromal source of CXCL12. It remains to be reconciled why depletion of *Pdgfrb*+ lineage cells aggravated the progression of pancreatic cancer in mouse models^6^. Because the *Pdgfrb*+ population contains pericytes maintaining vascular integrity, their depletion could be expected to interfere with drug delivery to the tumor. However, in our study ASC depletion potentiated chemotherapy and reduced disease progression, suggesting that the beneficial effect of EMT suppression may outweigh the possible adverse effects of CAF inactivation.

The established role of CXCL12–CXCR4 interaction is to control mobilization of hematopoietic stem cells in the bone marrow^41^. The importance of this chemokine axis in other physiological processes is multifaceted and increasingly appreciated^40^. Accumulating evidence indicates that CXCL12 is pivotal in cancer progression and therapy resistance^31,44,45^. Studies with bone marrow MSC demonstrated their conversion into CAF secreting CXCL12 in response to CXCL16/CXCR6 signaling^43^. It remains to be determined whether this mechanism also underlies the conversion of ASC to CAF. CXCL12 signals through its receptors CXCR4 and CXCR7. Studies in ovarian carcinoma^46^ and our unpublished and published^31^ data indicate that CXCR4 is the main cancer-promoting effector of CXCL12-induced cancer progression. However, we cannot rule out a role for CXCR7 via mechanisms such as heterodimerization with CXCR4^47^. Our previous results based on HMVP2 cell treatment with CXCL12 provide some support for this possibility^31^. In reported meta-analyses, CXCR4 expression has been associated with metastatic disease and poor survival^48,49^. Our results from patient genomic data analysis and animal studies reinforce preceding reports suggesting a link between CXCL12 signaling and EMT in cancer progression to metastases^50^. As we previously reported^31^ in prostate tumors CXCL12–CXCR4 signaling activates STAT3, NFκB, and AKT pathways, which are the likely mechanistic culprits of CXCL12 effects on cancer aggressiveness. Consistent with our results, the contribution of CXCL12 secretion to breast cancer invasiveness has been reported and corroborated by clinical data^51,52^. At odds with these studies, CXCL12 has also been reported to suppress cancer metastasis by regulating CXCR7 receptor expression^53^. Several CXCL12 isoforms have been reported, and their potentially distinct roles in cancer progression remain to be determined. The importance of CXCL12 in PCa progression to metastases has been previously implicated in mouse models. Antimetastatic effects of systemic CXCL12 blockade have been interpreted based on the paradigm that bone marrow MSC attract cancer cells via endocrine CXCL12 signaling^54^. However, systemic CXCL12 circulation in the bloodstream is very low and it has become clear that it mainly acts locally as a paracrine chemokine^40^. Our study, demonstrating that CXCL12 secreted by stromal cells activates invasiveness of adjacent cancer cells, suggests that this chemokine triggers mobilization of cells from the primary tumor and provides an alternative explanation to antimetastatic effects of CXCL12 blockade. Consistent with our results, adipose stroma depletion has been shown to suppress metastasis in breast cancer models^29^. Future studies in metastatic PCa models will help to refine the role of CXCL12 in advanced cancer progression.

Clinical significance of tumor stroma derived from WAT remains to be further established. Obese patients are at a higher risk of disease progression and to chemotherapy/immunotherapy resistance and eventually incurable metastases^16^. The insights into the mechanisms underlying the link between tumor aggressiveness and fat tissue uncovered here may enable new approaches to disease intervention. CXCL12 signaling inhibition synergizes with immune checkpoint blockade by PD-1 and CTLA-4 antibodies in mouse cancer models^44,45^. Further studies will be needed to evaluate WAT-derived CAF as a modulator of immune cell activation in the tumor and a prospective therapy target. Development of compounds targeting CAF or blocking their activity may improve outcomes for patients with disease resistant to chemotherapy and immunotherapy.

## Methods

### Human subjects

The clinical protocol was approved by UT Houston Institutional Review Board. Participants provided written informed consent to take part in the study. Based on the body mass index (BMI; kg/m^2^), subjects were divided into obese (BMI ≥ 30) or lean (BMI < 30). For gene expression analysis, we used mRNA from WAT samples of PCa patients described previously^19^. Freshly isolated (not-plated) SVF from abdominal SAT and periprostatic AT (VAT) were used for mRNA extraction/cDNA isolation and ASC isolation. SAT ASC were from bariatric surgery patients described previously^25^.

### Cell culture and analysis

Cell lines LNCaP (ATCC^®^ CRL-1740)^28^, MycCaP^33^, HMVP2^28,31^, and RM1^19^ have been used as in cited previous studies. Human primary ASC cells from periprostatic WAT^19^ and subcutaneous WAT^38^ were described in the cited previous studies. ASC were grown in EBM2 medium (Lonza).

### Mouse experiments

Studies were approved by and performed according to the guidelines of the Institutional Animal Care and Use Committees of UTHealth and UT Austin. C57BL/6, FVB/N, *mTmG* (Stock 007676), *Pdgfra-Cre* (Stock 013148), *CXCL12*^*flox/flox*^ (Stock 021773) mice were purchased from Jackson Laboratories. *Pdgfrb-Cre* strain was described previously^38,55^. For CXCL12 knockout, HiMyc mice were backcrossed into C57BL/6 background for nine generations prior to crossing with *Pdgfra-Cre, Pdgfrb-Cre, mTmG*, and *CXCL12*^*flox/flox*^ mice. DIO induction and physiological tests were performed as we previously described^27,38^. Subcutaneous grafting of HMVP2 spheroids^28^ and RM1 cells^19^ were as previously described. D-CAN, composed of ASC-homing peptide WAT7 (CSWKYWFGEC) linked *via* aminohexanoic acid with an amphipathic sequence KFAKFAKKFAKFAK^26^ was synthesized from D-amino acids, cysteine-cyclized, and acetate salt chromatographically purified to 99% and quality-controlled (mass spectroscopy) by Ambiopharm. D-CAN was administered subcutaneously as described^26,28^. Tumors were measured with a caliper and volume calculated as length × width^2^ × 0.52.

### Single-cell RNA sequencing^56^^[,57^

Single-cell capture (~3000 cells/sample) and library construction were performed with the Chromium Single Cell 3ʹ Reagent Kit v3.1. Barcoded single-cell gel beads were loaded onto Chromium Next GEM ChipG (PN-1000120). After running on 10× Chromium Single-Cell Controller, gel beads-in-emulsion (GEMs) were generated. The barcoded and full-length cDNAs were produced after incubation of the GEMs and amplified via PCR. Library was qualified by Agilent Bioanalyzer 2100 and quantified by real-time PCR on QuantStudio3. Sequenced was done with Illumina NextSeq 550 System using High Output Kit v2.5 (50,000 reads per cell). The Cell Ranger™ Single-Cell Software Suite v.3.1.0 was used to perform bioinformatic analysis. The reads were aligned to the mouse transcriptome reference (mm10, Ensembl 93) with STAR. Raw read count tables were analyzed using the Seurat (v3.1.1) pipeline on R platform (3.5.2). FindVariableGenes was used to calculate the principal components. Cell clusters were identified using the Shared Nearest Neighbor (SNN) algorithm with a resolution parameter 0.8. UMAP clusters of cells were identified based on the first 10 principal components and feature plots were displayed with the log (raw read count + 1) of gene/cell on UMAP.

### Immunoblotting and immunofluorescence

Tissues were fixed in 10% formalin, paraffin-embedded, and sectioned for IF and H&E staining by histology CORE. Cells from culture were fixed in 4% paraformaldehyde. For IF, performed as described^19,28,31^, primary antibodies were as follows: anti-E-cadherin R&D AF748 (1:100) or Cell Signaling 3195 (1:200); anti-N-Cadherin Abcam ab98952 (1:100) or Cell Signaling 14215 (1:200); anti-CXCL12 sc-28876 (1:200); anti-fibronectin ab23750 (1:200); anti-Ki67 RM-9106-S0 or 14-5698 (1:100) or Cell Signaling 9129 (1:200); anti-PDGFRα ab51875 (1:100); anti-PDGFRβ ab32570 (1:100); anti-GFP GTX26673; 1:250 (1:200). The secondary antibodies were Donkey Alexa 488-conjugated IgG, Cy3-conjugated IgG (Jackson 1:300), Goat Alexa 488-conjugated IgG, Mouse Alexa 594-conjugated IgG (1:500) and Rat Alexa 488 or 594-conjugated IgG (1:500). Nuclei were stained with DAPI. Images were acquired with a confocal Leica TCS SP5 (Leica), Carl Zeiss upright Apotome Axio Imager Z1 or Olympus BX60 fluorescence microscope. Quantification was done with the NIH ImageJ software.

### Reverse transcription PCR

Total RNA was extracted using the Trizol Reagent (Life Technologies, Cat. # 15596018). Complementary DNAs were generated using High Capacity cDNA Reverse Transcription Kit (Applied Biosystems, Cat. # 4368814). PCR reactions were performed on CFX96™ Real-Time System C1000 Touch thermal cycler (Bio-Rad) using Q-PCR Master Mix (Gendepot, Cat. # Q5600-005). The Sybr green primers were as follows: Mouse *Cxcl12*: 5′-TGCATCAGTGACGGTAAACCA-3′, 5′-AGATGCTTGACGTTGGCTCT-3′, human *Cxcl12*: 5′-TTCTTCAGCCGTGCAACAATC-3′, 5′-AGATGCTTGACGTTGGCTCT-3′; *18S RNA*: 5′-AAGTCCCTGCCCTTTGTACACA-3′, 5′-GATCCGAGGGCCTCACTAAAC-3′. Gene expression was normalized to *18S RNA*.

### Statistics

GraphPad Prism or Microsoft Excel were used to graph data as mean ± SEM and to calculate *P* values using homoscedastic Student’s *t* test for most experiments, which were repeated at least twice with similar results. One-way ANOVA was also used to confirm significance for Fig. 4C, G and Supplementary Fig. 2c. To evaluate the relationship between gene expression and disease progression, data from the Cancer Genome Atlas (TCGA) project were downloaded from cBioPortal^42^. Expression data computed as mRNA *z*-scores (log RNA Seq V2 RSEM, Agilent) were compared as we previously described^19^. For Kaplan–Meier survival analysis, the cutoff of 0.7 for stratifying into low and high expression groups was determined using the R2 Genomics Analysis and Visualization Platform method used to reveal significant difference between the cohorts.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary figures

REPORTING SUMMARY

## Data Availability

The data generated and analysed during this study are described in the following data record: 10.6084/m9.figshare.14039813^56^. The single-cell RNA sequencing data are openly available in the Gene Expression Omnibus repository via the following accession: https://identifiers.org/geo:GSE163701^57^.

How the deposited data were processed for this re-analysis (not part of the article)

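Single-cell RNA-seq was read from 4 libraries, 1 each of a tumor graft and of SAT SVF cells from a control (PBS) and a D-CAN group. Whether a library pools several mice is stated neither in the paper nor in the labels. The labels of treatment were taken as given, since no value in the tables marks a treated library. The authors aligned the reads with Cell Ranger to mm10 with Ensembl 93 genes and deposited UMI counts per gene and cell for the cells that Cell Ranger called, without normalization or further filtering. Each table lists 31053 genes, and the values are whole numbers. No library has a cell with under 500 UMIs. The number of cells was 9128 over the 4 libraries, of which 8986 had 200 genes or more and were kept.

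The libraries of each tissue were merged without integration and clustered in Seurat 5.3.0 under R 4.3.3, where the paper used Seurat 3.1.1 under R 3.5.2. The steps were log-normalization, selection of 2000 variable genes, scaling, principal components and shared nearest neighbour clustering, with the resolution and number of components given in the methods. Cxcl12, Pdgfra, Pdgfrb, Acta2, Fn1, Vim, Mki67, Dpp4, F3 and Icam1 were taken out of the variable genes, so that clusters were not formed on the genes reported. Clusters were named from lists of marker genes fixed before the data were examined. The thresholds for using these lists were set after the clusters had been seen. A marker counted as detected in a cluster if at least 10% of its cells had a UMI and its CPM reached at least 25% of that in the cluster where it was highest. A cluster needed at least 3 detected markers of a class, and no more of another class than of its own among the 10 genes with the highest fold over other classes. A cluster with under 0.333 of the median depth also needed a marker of its own among these 10 genes. These thresholds left 1 tumor cluster unnamed, with 258 of 2761 control cells and 107 of 1487 D-CAN cells, and no SAT cluster. Fibroblast-like and perivascular-like clusters together are called stromal.

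Doublets were sought with Scrublet in scanpy 1.11.5 in each library. It marked 16 of 9128 cells, too few for the expected rates of 2.26% and 1.22% in the tumor control and D-CAN libraries and of 2.28% and 1.54% in the SAT libraries. The caller is therefore taken not to have worked, and no doublets were removed. As an alternative chosen after this was seen, the 178 cells with the highest scores, the expected number over the 4 libraries, were left out.

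Comparisons between libraries used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. Shares of cancer-like cells with a transcript were compared after each cell had been thinned at random to 2000 UMIs, with shallower cells left out. Co-expression was also taken at 1000 UMIs per cell. Shares per cluster, and the shares of Pdgfra+Pdgfrb+ stromal cells in tumors and of Cxcl12+ stromal cells in SAT, are without thinning unless a depth is given, and thinning was tried as an alternative for the last 2. The limit given for a count of 0 is 3 counts of the total. CPM were computed from UMIs summed over the cells of a class. The interval of a difference between shares combines the 2 exact intervals. Median log2 ratios of D-CAN over control were taken for 3 gene lists fixed before the data were examined, with 15 mesenchymal, 15 epithelial and 20 proliferation genes. They used genes with at least 20 UMIs over both libraries, with 0.5 UMI added, and were given only for 5 or more genes. Each was compared with 10000 lists of the same size, drawn from the 50 genes on each side in rank of mean CPM. The percentile describes these libraries and is no test. In simulated counts with the real library sizes, 198 of 200 changed genes in tumor cancer-like cells and 182 of 200 in SAT stromal cells came within 0.5 of their set log2 ratio. Of 100 unchanged lists, 95 and 97 lay in the central 95% of random lists. These counts were independent Poisson sums per gene, without variation between cells. They do not show how the ratios or percentiles behave where a few cells hold most UMIs of a gene, or where genes of a list vary together. Thinning brought a simulated gap of 39.1 percentage points, made by depth alone, to -0.375.

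Genes were named by a rule fixed before the data were examined. It takes each gene the paper names for these data, the receptors of CXCL12, Cdh1 and Cdh2, and sex-linked genes as a check on the animals. For each class it also takes the 5 genes with the highest and the 5 with the lowest log2 ratio among those with at least 100 UMIs over both libraries. Mitochondrial and ribosomal protein genes were left out of that ranking. Gene positions are from the GENCODE vM21 annotation of GRCm38.

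The alternatives tried were cells with 500 genes or more, cells with at most 20% mitochondrial UMIs, removal of called doublets, 20 principal components, resolutions of 0.4 and 1.2, all variable genes, and integration of the libraries. Other denominators, thinning depths and minimum UMI counts were also tried. After the data had been seen, a thinning depth of 500 UMIs, co-expression without thinning, the removal of high doublet scores and filters on genes, UMIs or mitochondrial UMIs with the cluster names kept were added, 1 of them with a UMI minimum scaled by the median depth of leukocyte-like cells. Fn1 in cancer-like cells was also compared within 5 strata of the original depth, weighted by the D-CAN cells, with a normal 95% interval. Also added were 2 denominators for tumor shares, named cells that are not cancer cells and stromal plus endothelial-like cells, and Pdgfra+Pdgfrb+ stromal cells that have Cxcl12 as well.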

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

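The tests of cells with few UMIs, of the uneven change among SAT stromal and endothelial-like clusters, of filters with cluster names kept, of tumor shares among named cells and of the cells that hold Cfd, Car3, Mcpt4 and Cma1 were chosen only after these results had been seen. The tests of leukocyte number, of the Cell Ranger version and of cancer cell number were written before.

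The stromal share of all cells changed in opposite directions in the 2 tissues. D-CAN minus control was -9.32 percentage points in SAT and 0.878 in tumors, where the counting interval spans 0, a gap of -10.2 that was not tested, since each tissue has 1 library per condition. The tables argue against a dilution by leukocytes as the whole cause in SAT. Dilution leaves each stromal cluster its share of the stromal cells, but the share of cluster 14 was 14.7% (interval 11.6 to 18.2) in the control and 31.6% (interval 23.8 to 40.2) in the D-CAN library, a rise of 16.9 points. For the stromal class taken whole, dilution stays open, since the stromal share of the cells that are not leukocyte-like differed by -1.51 points. That value would also follow if stromal and endothelial cells had both been lost. Cells of few UMIs are a candidate explanation. Above a minimum of 2000 UMIs in the control, scaled by leukocyte depth to 2844 in the D-CAN library, the stromal shares were 9.62% and 8.72%, a difference of -0.896. Above the lower pair of minimums, 1000 and 1422 UMIs, a difference of -5.12 was left. Such cells may have been lost through the treatment, or held less RNA in the control suspension, and no table separates these. The effect of the Cell Ranger version cannot be told apart from that of the treatment, because the version differs for the SAT D-CAN library alone. With cells of 500 genes or more and cluster names kept, the difference was -5.95. In tumors, the stromal share of the cells that are not cancer cells differed by 0.172 points, and by -1.42 with the unnamed cluster left out. A shift through the number of cancer cells recovered cannot be told apart from no change, because the difference to explain lies within its counting interval. A swap of the labels of the tumor libraries was not tested, as no value in the tables marks the treated one, and it would turn the tumor difference around. A difference between tissues in the response to D-CAN stays open, untested.

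The endothelial share of all cells also differed with opposite signs. D-CAN minus control was -10.7 percentage points in SAT (19.6% against 8.96%) and 0.848 in tumors (3.66% against 4.51%), a gap of -11.5 that was not tested. The tumor value has a counting interval from -0.412 to 2.21, so that no change was detectable there. Among SAT cells that are not leukocyte-like the endothelial share changed by 1.51 points, the counterpart of the stromal value. The tables argue against a dilution by leukocytes as the whole cause, since it leaves each endothelial-like cluster its share of these cells. The share of cluster 5 was 25.8% (144 of 558 cells, interval 22.2 to 29.6) in the control and 64.7% (110 of 170 cells, interval 57.0 to 71.9) in the D-CAN library, a rise of 38.9 points. Clusters 4 and 10 went from 261 and 153 to 28 and 32 cells. In the control they had medians of 807 and 902 UMIs, where cluster 5 had 2619.5. Cells of few UMIs are a candidate explanation here too, as the endothelial difference was -1.23 above the scaled minimum of 2000 UMIs. It was -12.9 in the new clustering of cells with 500 genes or more and -5.89 for cells with 1000 UMIs or more with names kept. A response of the SAT endothelium to D-CAN stays open, untested.

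Cfd and Car3, which the paper does not discuss, had 0 UMIs in stromal cells of the control tumor and 289 and 189 in those of the D-CAN tumor. Against a floor of 3 counts in the control library these are at least 82.9-fold and 54.2-fold higher CPM. The Cfd UMIs lay in 3 cells with 87.5% in the highest, and the Car3 UMIs in 2 cells with 96.8% in the highest. Both genes are on the adipocyte marker list. A few adipocyte-like cells or doublets caught in 1 library are a candidate explanation, and with so few cells no effect of treatment was tested.

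Mcpt4 and Cma1, also outside the genes the paper discusses, had 0 UMIs in leukocyte-like cells of the control SAT and 129 and 126 in those of the D-CAN SAT. These are at least 34.5-fold and 33.7-fold higher CPM against the same kind of floor. The UMIs of each gene lay in 4 cells, with 54.3% of Mcpt4 and 54.0% of Cma1 in the highest. Both are on the mast cell marker list. A few mast cells caught in 1 library are a candidate explanation, and no effect of treatment was tested.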

How the results depend on the processing

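Thinning to 500 UMIs, co-expression without thinning, the removal of the highest Scrublet scores, the filters with cluster names kept, the scaled UMI minimums, the mitochondrial filters for gene lists, the shares among named or stromal plus endothelial-like cells in tumors, the count of cells with Cxcl12 as well and the strata of depth for Fn1 were chosen after the data had been seen. The other alternatives were set before. No paired analysis was possible because there is 1 library per condition. Values below are D-CAN minus control in percentage points unless another unit is named, and the cause of a change was not tested unless one is given.

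Of 191 values under an alternative, 148 kept any sign they had and stayed within the counting interval of the reported value or, for gene lists, moved by less than 0.5 of the width of the range of random lists. Of the 184 that have a sign, 173 kept it. These counts include alternatives that could not move a value, such as a minimum of 1000 UMIs for cancer-like cells already thinned to 2000. For the tumor stromal share, 20 components, the resolutions of 0.4 and 1.2 and all variable genes returned the same counts of cells. The alternatives are therefore not independent checks. The tumor stromal share stayed inside its counting interval under 13 of 15 alternatives. It reversed to -1.42 among named cells that are not cancer cells and to -2.06 among stromal plus endothelial-like cells. The tumor endothelial share stayed between 0.206 and 2.06, inside its interval, under its 14 alternatives. The tumor Cxcl12 share of stromal cells stayed between 3.37 and 5.89 under its 11 alternatives. The SAT stromal share was lower in the D-CAN library under each of its 15 alternatives, from -9.39 to -0.896. The intervals of 3 of these values span 0, those of -1.38 with 500 genes or more, -1.51 among cells that are not leukocyte-like and -0.896 above the scaled minimum of 2000 UMIs.

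In SAT, the reported difference in the stromal share of Cxcl12 UMIs was 3.81. A new clustering of cells with 500 genes or more gave -1.38 for the stromal share, -12.9 for the endothelial share and 0.987 for the stromal share of Cxcl12 UMIs. It reversed the Cxcl12+ stromal share to 0.0598, where the same filter with cluster names kept gave -3.50. With cluster names kept, the same filter gave -5.95 for the stromal and -8.35 for the endothelial share, and a minimum of 1000 UMIs gave -4.79 and -5.89. Minimums of 1000 and 2000 UMIs, scaled by leukocyte depth, gave -5.12 and -0.896 for the stromal and -6.20 and -1.23 for the endothelial share. Leaving out the called doublets, 9 SAT cells, and clustering again gave -4.43 for the stromal share. That clustering left 1 cluster of 195 cells unnamed, so the value is not the effect of the doublets alone. With 20 components the stromal share was -7.24 and the stromal share of Cxcl12 UMIs 20.3. A resolution of 1.2 gave -4.45 for the stromal, -15.5 for the endothelial and -0.234 for the Cxcl12+ stromal share, and 0.747 for the stromal share of Cxcl12 UMIs. As a share of cells that are not leukocyte-like, the stromal value was -1.51 and the endothelial value reversed to 1.51, as both classes share that denominator. Without perivascular-like clusters the stromal share was -5.69, over fewer cells. Counting cells with at least 2 UMIs gave -1.18 for the Cxcl12+ stromal share.

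In tumors, the Pdgfra+Pdgfrb+ stromal share was 0.213 at 1000 UMIs per cell and 0.0310 at 500, where few UMIs of either gene are left. With Cxcl12 as well, thinning to 1000 UMIs left 1 control and 0 D-CAN cells and reversed it to -0.0415. Without thinning, the values in cancer-like cells were 4.57 for Fn1, 0.716 for Vim and 4.21 for Mki67, the first 2 with the sign reversed. At 1000 UMIs Fn1 was -3.39 and within strata of the original depth -3.16, both with intervals that span 0. Thinning to 1000 UMIs reversed Vim to 0.550 and Mki67 to -1.02, and a minimum of 2 UMIs reversed Vim to 0.599.

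For co-expression of Cxcl12, Pdgfra and Pdgfrb, no thinning gave 27.0% in tumor cluster 12, 14.3% in tumor cluster 14, 3.75% in SAT cluster 6 and 22.7% in SAT cluster 14, where thinned cells hold fewer UMIs. Among gene lists, a minimum of 50 UMIs per gene reversed the proliferation median in tumor stromal cells from 0.14 to -0.11. Cells with at most 10% mitochondrial UMIs gave 0.28 for the mesenchymal list in cancer-like cells, and those with at most 20% gave 0.11. A minimum of 5 UMIs gave -0.64 for the epithelial list in tumor stromal cells, and -3.76 and -2.35 for the proliferation list in SAT stromal and endothelial-like cells.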

Differences from the paper's values

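Co-expression without thinning, the strata of depth for Fn1, the counts of cells with all 3 transcripts and the tumor shares among named or stromal plus endothelial-like cells were chosen only after the results had been seen. The paper's methods give about 3000 cells per sample for the capture step. The tumor D-CAN library held 1525 cells and the SAT D-CAN library 1922, more than 1.5 times below the paper's number. None of the alternatives set before the data were examined came closer, and none could, since they only leave out cells or keep them all. The control libraries, with 2830 and 2851 cells, lay within that factor.

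The paper shows frequencies among total SVF of about 23% and about 9% in Fig. 2g, read by eye, for control and D-CAN. The stromal shares here, 16.3% and 7.01%, lay within 1.5 times of these, as they did with at most 20% mitochondrial UMIs, a resolution of 0.4, all variable genes and integration. Other alternatives set before the data were examined did not. The control share was 7.35% with 500 genes or more, 10.2% without called doublets, 13.9% with 20 components, 11.0% at a resolution of 1.2, 10.3% without perivascular-like cells and 45.4% among cells that are not leukocyte-like. The D-CAN share was within that factor with 20 components and at 1.2, but 5.97%, 5.76%, 4.59% and 43.9% under the other 4. The clustering without called doublets left 195 SAT cells unnamed. The outlined area of the figure and the stromal class rest on separately made cell names, so no direction is read from the gap.

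The paper states that D-CAN depleted stromal cells of tumors, iCAF among them. The stromal share was 6.99% in the control and 7.87% in the D-CAN library, and that of Pdgfra+Pdgfrb+ stromal cells 1.09% and 2.42%. No alternative set before the data were examined made either share lower in the D-CAN library. Chosen after seeing the values, the stromal share of named cells that are not cancer cells was lower there, 19.2% against 20.7%, as was that of stromal plus endothelial-like cells, 63.6% against 65.6%, both with overlapping intervals. Perivascular-like cells alone were 3.95% and 3.43%. Fibroblast-like cells alone went the other way, 3.04% and 4.44%, a difference of 1.40 points with an interval from 0.178 to 2.72. Stromal cells with Cxcl12, Pdgfra and Pdgfrb numbered 17 of 193 and 21 of 117, and after thinning to 1000 UMIs 1 of 167 and 0 of 112, the 1 lower count, also chosen after seeing the values.

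The paper states that cancer cells with fibronectin and vimentin became fewer. Fn1 fell by 7.38 percentage points after thinning to 2000 UMIs and by 3.39, with an interval that spans 0, at 1000. Within strata of the original depth, weighted by the D-CAN cells, it fell by 3.16, also with an interval that spans 0. The difference was -10.5 points in the shallowest stratum and 0.214 in the deepest. The share with Vim was 4.53% in the control and 3.97% in the D-CAN library, from which no order is read, since the CPM of Vim rose from 25.3 to 53.6.

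The paper states that Ki67-positive cells became fewer. The share of cancer-like cells with Mki67 was 5.38% in the control and 6.43% in the D-CAN library. Thinning to 1000 UMIs, an alternative set before the data were examined, gave a lower share in the D-CAN library, 2.51% against 3.53%.

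The paper states that myCAF co-express Cxcl12 and Pdgfrb. Cells with both were 4.38% of the perivascular-like cluster 11 and 42.6% of the fibroblast-like cluster 12, each with Acta2 in most cells. Thinned to 1000 UMIs, they were 2 of 130 and 1 of 114 cells. Which of these the paper calls myCAF is not known from the count tables.

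The paper states that Cxcl12, Pdgfra and Pdgfrb were co-expressed in the SAT endothelium. All 3 were found in 1 of 728 endothelial-like cells, and Pdgfra in 0.275% of them. Thinned to 1000 UMIs, 0 of 440 cells held all 3, which allows up to 0.682%.

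The paper states that all ASC and preadipocyte populations of SAT were depleted. Cluster 14 held 2.39% of control and 2.21% of D-CAN cells, with exact intervals that overlap. Cluster 6 split at a resolution of 1.2, a comparison chosen after the data had been seen. Its deeper part, with Dpp4 in 90.5% of cells of each library, held 0.739% and 1.11%, also with overlapping intervals. That part had 21 cells in each library. The shallower part, where Dpp4 was found in 14.5% and 8.33% of cells, was lower in the D-CAN library, 1.27% against 6.09%.

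The paper identifies Pdgfra+Pdgfrb+ CAF as the leading stromal source of CXCL12. These cells held 33.9% of the stromal Cxcl12 UMIs in the control library, the highest share of the 4 receptor groups there but under that of the other groups together, and 75.6% in the D-CAN library.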

Other observations

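The tests of free RNA and of depth on Fn1, of cells with the highest Vim counts, of damaged cells and of the cycling SAT fibroblast-like cluster were chosen only after the results had been seen. The test of free RNA on Vim was written before.

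The share of cancer-like cells with Fn1 was lower in the D-CAN library. After each cell had been thinned to 2000 UMIs, D-CAN minus control was -7.38 percentage points, with an interval from -11.7 to -3.00. The tables argue against free RNA from stromal cells as the whole cause. Each of Col1a1, Col1a2 and Col3a1 in the thinned control cells was scaled by the Fn1 per collagen UMI in the stromal cells of that library. The highest upper limit was 1.67 Fn1 UMIs per 100 cells, under the smallest fall inside the counting interval at 2000 UMIs, -3.00 points. Depth per cell, or a state of the cells that goes with it, is a candidate explanation. Thinning evens out the UMIs but not the make-up of the cells. In the control the share with Fn1 went from 47.9% in the shallowest of 5 strata of original depth to 29.9% in the deepest. In the D-CAN library it showed no steady fall, at 37.4, 29.5, 34.8, 38.8 and 30.1%, which weakens this explanation. Within the strata, weighted by the D-CAN cells, D-CAN minus control was -3.16 points. Its interval from -8.33 to 2.00 holds both 0 and the full difference. From the shallowest stratum to the deepest it was -10.5, -11.9, -4.77, 2.30 and 0.214, so a fall was left among the shallower cells. A difference between single tumors and an effect of D-CAN stay open, untested, since 1 library per condition gives no spread between mice.

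For Vim in cancer-like cells, free RNA was also tested. Lyz2, Tyrobp and Col1a1 had a median log2 ratio of -0.67 and Vim 1.08, so free RNA from stromal cells and macrophages argues the other way. A few cells may account for most of the higher Vim CPM. Without the 2 cells of the highest Vim counts in each library, which were 247 and 111 UMIs in the D-CAN library, the log2 ratio was 0.19. The highest cell had 0 Krt8 and 23 Des UMIs, and the second 0 Krt8 and 0 Des UMIs. These genes were chosen after their values were seen. In cells with under 5 Vim UMIs the CPM was 15.9 in the control and 9.07 in the D-CAN library, but that limit acts on the value measured and is no test. No biological explanation was tested.

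The proliferation list in cancer-like cells was higher in the D-CAN library. Damaged cells in the control library are argued against as the cause, because among cells with at most 20% mitochondrial UMIs the median log2 ratio was 0.27, still above each of the random lists. Growth of a single tumor and an effect of D-CAN stay open, untested.

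In SAT, the fibroblast-like cluster 16 held 29 control cells and 0 D-CAN cells. Of these 29 cells, 19 had at least 5 UMIs of the proliferation list. The number of fibroblast-like cells in the D-CAN library argues against chance in catching them, since 0 of 87 allows a share of up to 3.45% (exact upper limit 4.15%), where the control interval was 6.75 to 14.0%. A cluster of 1 library may be a property of that library, and an effect of D-CAN stays open, untested. The proliferation list in SAT stromal cells had a median log2 ratio of -5.01 over 8 genes, and of -2.66 with the 5 genes at 0 in the D-CAN library set to 3 counts.

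The receptors of CXCL12 had few UMIs in cancer-like cells. Cxcr4 had 5 in the control and 2 in the D-CAN library, where leukocyte-like tumor cells had 49 and 64. Ackr3 had 17 and 20. Cdh1 had 1 and 3 UMIs, Cdh2 0 and 3, and Epcam, chosen after its values were seen, 2 and 0. Of the Y-linked genes, Ddx3y had 3 and 5 UMIs, Eif2s3y 4 and 3, Kdm5d 1 and 1 and Uty 2 and 0 in cancer-like cells. In tumor stromal cells, Ddx3y had 50 and 53 and Eif2s3y 24 and 46. Xist had 3 and 3 UMIs in cancer-like and 0 and 0 in stromal cells.

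By the rule of size, the highest log2 ratios of D-CAN over control in cancer-like cells were those of AW112010, Krt15, Cxcl10, Wfdc17 and Ccl8, from 2.90 to 1.92, with 27.4 to 75.2% of the UMIs of each in 1 cell. The lowest were those of Col1a1, Gm10457, Gm45509, Apoe and Cx3cr1, from -1.61 to -1.14. In tumor stromal cells, Hp, Ptn and Enpp1 came after Cfd and Car3, from 1.88 to 1.03. Ptgds, Fosb, Lcn11 and Apod were among the lowest, from -1.71 to -1.50. In the tumor endothelial-like cluster, Col3a1, Bgn, Rgs5, Il6st and Cavin2 were highest, from 3.58 to 1.05, with 50.9% and 41.7% of the Col3a1 and Bgn UMIs in 1 cell. Hba-a1, Hbb-bs, Mt1, Pgf and Prss23 were lowest, from -5.84 to -1.15, with 55.7% and 69.3% of the first 2 in 1 cell. In tumor leukocyte-like cells, Cd36, Pf4, Lpxn, Pcmtd1 and Ltb ranged from 1.09 to 0.81. Igha, Igkc, Jchain, Gpnmb and Camp ranged from -6.20 to -2.04, with 94.6%, 96.6%, 92.7%, 30.5% and 44.9% of their UMIs in 1 cell.

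In SAT stromal cells, Myoc, Smoc2, Cxcl13, Tgfbi and Apod were highest, from 3.36 to 1.91, with 76.2% of the Myoc UMIs in 1 cell. Hbb-bs, Hba-a1, Igkc, Cthrc1 and Hbb-bt were lowest, from -6.27 to -4.48. Igkc, an immunoglobulin gene, had 206 UMIs spread over 130 control cells and 5 UMIs in the D-CAN library. In SAT endothelial-like cells, Mgp, Cytl1, Slc41a1, Igfbp3 and Pde12 were highest, from 3.06 to 1.53, with 39.5% of the Mgp and 41.4% of the Igfbp3 UMIs in 1 cell, and Col3a1, Dcn, H2-Aa, Igkc and Igfbp5 lowest, from -2.70 to -2.39. In SAT leukocyte-like cells, Lyz1, Cd209b and Camp came after Mcpt4 and Cma1, from 4.39 to 1.94, with 66.9%, 66.2% and 72.8% of their UMIs in 1 cell. Lpl, Ms4a7, Hba-a1 and Vcam1 were low, from -2.93 to -1.90, with 56.8% of the Lpl UMIs in 1 cell. Ighg2b had 1102 UMIs in the control and 2 in the D-CAN library, with 98.0% of them in 1 cell, a log2 ratio of -9.10.

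The other medians of the gene lists, as log2 ratios of D-CAN over control, are given here for each class with 5 genes or more. The mesenchymal list stood at 0.06 in tumor stromal cells, 0.10 in tumor endothelial-like and -0.13 in tumor leukocyte-like cells, and at 0.17, -0.20 and -0.21 in the same classes of SAT. The epithelial list stood at -1.18 over 5 genes in tumor stromal cells. The proliferation list stood at 0.14, 0.29 and 0.10 in tumor stromal, endothelial-like and leukocyte-like cells, and at -1.08 and -0.10 in SAT endothelial-like and leukocyte-like cells. No explanation of these was tested.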
